A study of Mus musculus with 5 samples.

How the data were processed

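Pelvis-kidney junctions were dissected from all embryos of C57BL/6 dams at E18.5 and pooled, and cells were sorted on an antibody against HCN3, per the labels' protocols. RNA was extracted with a Qiagen micro kit, converted to cDNA with a Clontech kit and made into libraries with Nextera XT, per the labels' protocols. That chemistry is not stated to keep strand, so reads from overlapping or antisense genes cannot be told apart. The submitters' processing notes name bcl2fastq 2.17, FastQC 0.11.2, Trim Galore 0.40, cutadapt 1.8, TopHat2 2.0.11, HTSeq 0.6.1p2, DESeq 1.18.0 and the genome build mm10. The gene annotation used for counting is not given in the sources used here.

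The authors deposited 1 table of 18044 genes. Its signal columns hold, for each library, the authors' read counts divided by 1 size factor, as deposited and per the file headers. Per the file headers it also holds means over all libraries and over a pair of unnamed groups, the fold and log2 fold change between these groups as a ratio of the means, and the authors' p-value and adjusted p-value. Beside the genes stand 3 summary rows of the read counter, which were kept out of library sizes and tests. Of all reads, reads not aligned uniquely made up 18.7%, 13.5%, 17.0%, 14.2% and 17.0% in the libraries labelled HCN3-positive 1, HCN3-positive 2, HCN3-negative 1, HCN3-negative 2 and HCN3-negative 3. Reads in no gene made up 13.3%, 8.58%, 14.0%, 10.6% and 11.1%, and ambiguous reads 0.792%, 1.13%, 0.979%, 0.865% and 2.32%, in the same order. The ribosomal RNA gene Rn45s took 0.640%, 2.33%, 1.01%, 0.550% and 1.06% of the gene reads. All columns of values per library were used. The 2 columns of group means entered no test.

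Whole reads were recovered by dividing each column by its smallest value above 0, and 100% of the values above 0 came out whole within a tolerance of 0.01. A count of 3 reads, taken as the floor where a gene has 0 reads, equals a normalized count of 4.23, 2.23, 2.67, 3.33 and 2.79 in the libraries in the order above. Floors cover counting error only, since reads copied by PCR without molecular identifiers are not independent molecules. No 2 libraries had counts that agreed within sampling noise: chi-square per degree of freedom was 103 to 780 over the pairs.

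Each library was placed in its group by its title alone. The design fixed before the data were examined called for edgeR on raw counts and, for normalized values, limma. Because the deposited values are normalized, the main test was limma 3.58.1 (trend) in R 4.3.3 on log2(normalized count + 1), labelled HCN3-positive against labelled HCN3-negative, over 16579 genes with a mean of at least 5, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are on that log2(value + 1) scale and understate the change of low genes. The count tests of edgeR 4.0.16 (quasi-likelihood), DESeq2 1.42.0 and limma-voom were run on the recovered reads as alternatives. Single values of the Hcn genes were compared with exact 2-sided permutation tests on log2(normalized count + 1).

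Gene lists were fixed before the data were examined and tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. They cover the HCN family, smooth muscle, calcium channels, calcium handling, potassium and sodium channels, connexins, the sinoatrial node, interstitial cells of Cajal, receptors of smooth muscle excitation, ureteric mesenchyme, renal stroma, fibroblast matrix, pericytes, urothelium, the collecting duct, the proximal tubule, the loop of Henle and distal tubule, podocytes, nephron progenitors, endothelium, leukocytes, erythroid cells, neurons, glia, mesothelium, skeletal muscle, proliferation, and immediate early and dissociation response genes. A list of mitochondrially encoded genes had 0 members in the table and was not tested, which leaves 28 lists.

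The genes to name were also set by a rule fixed before the data were examined: the Hcn genes; then, among genes that passed, with a mean of at least 10 in the higher group and groups that did not overlap, the 12 with the largest and the 12 with the smallest fold change; where fewer than 5 passed, the 8 with the smallest unadjusted p in each direction; and up to 4 members per list by p. Predicted, clone-named, ribosomal protein and pseudogene names were left out. The name AF251705, which has the form of a sequence identifier, was kept. Further genes named in the text were chosen after their values were seen, and are Hdac11, Chrna6, Cyp2j5, Apoe, Aqp2, Pecam1, Slc34a1, Lrp2, Hbb-b1, Fos and Jun.

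The authors' table compares a different division of the libraries. It was first noticed from the 2 columns of group means and is derived here from the identity of the table's fold with ratios of means of the library columns, not from expression differences. Intervals of a difference between labels in the mean level of a list come from a regression over the 5 libraries. Values from the authors' table are given as the authors' own. The same limma fit, lists and alternatives were then run on that division, a choice made after the data were seen. Alternatives were quantile normalization, other scalings, filters, pseudocounts and tests, leaving out the 20 most abundant genes, leaving out each library in turn, and a block for the replicate number. A block for the table's division was added after the data were seen.

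The fits were tested on simulated counts with 50 genes changed at each of several folds. For the comparison by label, over 16383 genes, limma recovered 0%, 4%, 50% and 92% of genes changed 2-, 4-, 16- and 64-fold. For the division of the table, over 16433 genes, it recovered 10%, 62%, 88% and 98%. The number of false calls was at most 5. Coordinates are those of the GENCODE M21 annotation of the same build, in which 17129 of the 18044 symbols (94.9%) were found. It may not be the annotation that the authors used.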

Results

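RNA was sequenced from cells of the mouse pelvis-kidney junction, the place where the renal pelvis meets the kidney, at E18.5, late in gestation. The junctions were dissected from C57BL/6 embryos, pooled, dispersed with collagenase, stained with an antibody against HCN3 and sorted by flow cytometry into HCN3-positive and HCN3-negative cells. HCN3 is a hyperpolarization-activated cation channel, and the design asks which transcripts set the HCN3-positive cells, described by the submitters as urinary tract pacemaker cells, apart from the rest. The series holds 5 libraries, of which 2 are labelled HCN3-positive and 3 are labelled HCN3-negative. Reads assigned to genes numbered 24588864 and 39034478 in the libraries labelled HCN3-positive 1 and 2. They numbered 32703485, 32216236 and 33420031 in the libraries labelled HCN3-negative 1, 2 and 3. The number of genes with at least 1 read was 15667 and 17538 in the libraries labelled positive, and 16675, 16624 and 17241 in those labelled negative. Expression is given below as normalized read counts, which are reads divided by the library's size factor. Nothing in the labels says that the replicates came from separate pools of embryos, so the p-values measure only the spread between these samples, which may be technical.

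The transcript of the sorted protein did not follow the labels. Hcn3 (chromosome 3, 89146074 to 89160196, minus strand, mm10) had 0 reads in the library labelled HCN3-positive 1, where 3 reads would have given a normalized count of 4.23. It had 60 reads, a normalized count of 44.5, in the library labelled HCN3-positive 2. In the libraries labelled HCN3-negative 1, 2 and 3 the normalized counts were 103, 32.2 and 41.9, from 116, 29 and 45 reads. The group means were 22.3 ± 31.5 (SD, n = 2) in the libraries labelled positive and 59.1 ± 38.6 (SD, n = 3) in those labelled negative. The exact 2-sided permutation test, on log2(normalized count + 1), gave p = 0.3. With 10 ways to split the libraries, the smallest p this test can give is 0.1. The fitted log2 fold change, labelled positive over labelled negative, was -2.97 (SE 1.85), with an adjusted p of 1.00 in limma, and it was -0.22 without the library labelled HCN3-positive 1. The cells were sorted on the protein, and how closely the transcript follows it was not measured. With so few reads, the level of Hcn3 therefore cannot decide whether a label is right. Groups are named by their labels throughout, and every direction below rests on those labels.

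The labelled groups overlapped for Hcn2 and Hcn4 as well. Hcn2 (chromosome 10, 79716634 to 79736108) had normalized counts of 0 and 28.2 in the libraries labelled positive and 22.3, 2.22 and 9.30 in those labelled negative (exact permutation p = 0.7). Hcn4 (chromosome 9, 58823412 to 58863175), a pacemaker channel of the heart, had 0 and 25 reads in the libraries labelled positive, and normalized counts of 9.80, 0 and 122 in those labelled negative (exact permutation p = 0.8). As a list, Hcn3, Hcn2 and Hcn4 gave an adjusted limma camera p of 0.254. That list passed as lower without the library labelled HCN3-positive 2 (0.0376), and turned to higher, without passing, when the library labelled HCN3-positive 1 was left out (0.4995).

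In the comparison by label, no single gene passed the limma test. Egr1 (chromosome 18, 34859823 to 34864984), a transcription factor induced within minutes of a stimulus, had the smallest p. Its normalized counts were 1109 and 1012 in the libraries labelled positive, and 9420, 6953 and 8665 in those labelled negative. Its log2 fold change was -2.97 (SE 0.24), with an adjusted p of 0.713. Of 16579 genes tested with limma, 0 were higher and 0 were lower in the libraries labelled HCN3-positive at an adjusted p of 0.05, and 157 had an unadjusted p under 0.05. On the recovered reads edgeR also called 0 (155 unadjusted), whereas DESeq2 called 1 higher and 9 lower (489 unadjusted). The gene that DESeq2 called higher was Hdac11, a histone deacetylase named here after its values were seen, at 488 and 455 in the libraries labelled positive against 167, 172 and 189. In simulated data for this comparison limma recovered 4% of genes changed 4-fold and 92% of those changed 64-fold, so moderate differences were mostly not detectable.

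The genes with the smallest unadjusted p in each direction are given as values, since none passed in limma. Of those below, DESeq2 called Egr1 (adjusted p of 1.78e-19), Hgd (2.48e-07), Ppp1r15a (0.00773), Rdh16 (0.0121), Etnppl (0.0210), Fbp1 (0.0259) and Ugt1a2 (0.0460) lower. It also called Cyp2j5 and Chrna6 lower, the latter with a normalized count of 85.5 in the library labelled HCN3-negative 1 and 0 in the others. In all, DESeq2 called 10 genes in the labelled split. Other splits of the 5 libraries, leaving out that of the authors' table, gave from 2 to 1050, so this count does not set the labels apart. On the lower side, after Egr1, stood the stress-induced phosphatase regulator Ppp1r15a, with a log2 fold change of -2.18 (SE 0.37), and the immediate early gene Ier2, with -1.36 (SE 0.28). Fbp1 (chromosome 13, 62864753 to 62888282, minus strand), an enzyme of gluconeogenesis, had means of 450 ± 108 (SD, n = 2) and 3805 ± 2215 (SD, n = 3). Hgd, an enzyme of tyrosine breakdown, had means of 10.8 and 294, and the glucuronosyltransferase gene Ugt1a2 had 127 and 832. Ugt1a2 lies in a gene family with shared exons, so its reads are uncertain. Etnppl had 0 reads in both libraries labelled positive and a mean of 58.4 in those labelled negative, which is at least 18.1-fold lower against a floor of 3 reads per library. Rdh16 had 2 reads in the libraries labelled positive and a mean of 68.1 in those labelled negative. On the higher side the epithelial sorting adaptor Ap1m2, the retinoic acid-producing enzyme Aldh1a3, Camsap3, the protease inhibitor Spint2 and the malic enzyme Me3 had log2 fold changes of 1.13, 1.53, 1.30, 0.80 and 1.07. Syt16 and Ankrd22 had 0 reads in all 3 libraries labelled negative and were at least 20.8-fold and at least 11.4-fold higher. Their normalized counts in the libraries labelled HCN3-positive 1 and 2 were 91.6 and 30.4, and 55.0 and 11.9. Without the first of these libraries the limits were 10.4-fold and 4.05-fold, and without the second 31.3-fold and 18.8-fold.

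**Figure D1:**
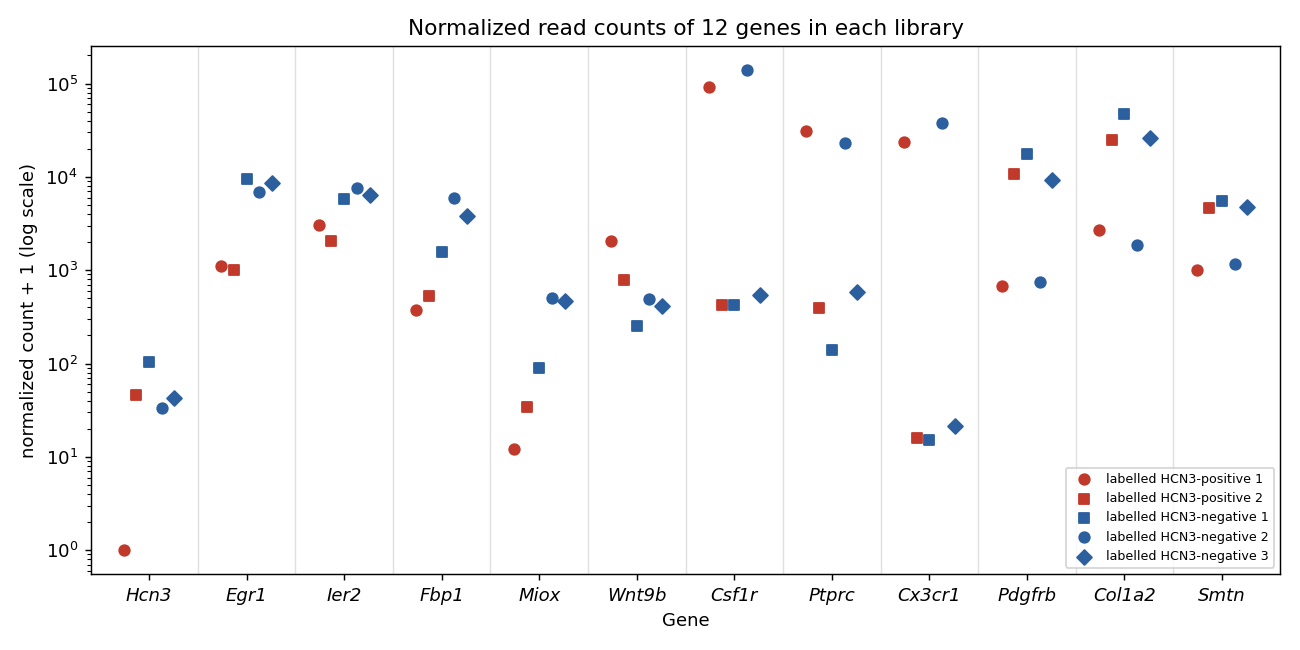
Normalized read count plus 1 (log scale, vertical axis) of 12 genes (horizontal axis) in each of the 5 libraries. Points are single libraries, red for those labelled HCN3-positive and blue for those labelled HCN3-negative. Egr1 lay at 1109 and 1012 in the libraries labelled positive and from 6953 to 9420 in those labelled negative, while Csf1r and Pdgfrb divided the libraries across the labels.

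With a preset correlation in camera, but not with an estimated one or with fry, the collecting duct and distal nephron lists passed as higher and the proximal tubule and immediate early lists as lower in the libraries labelled HCN3-positive. Of 20 collecting duct genes, 20 had a log2 fold change above 0, with a median of 1.31, and 7 had every library labelled positive above every library labelled negative, where chance gives 10%. The mean level of that list was about even in the libraries labelled HCN3-positive 2 and HCN3-negative 2, at -0.0031 and -0.0730 from the mean of the 5 libraries (log2), and 1.81 in the library labelled HCN3-positive 1. Wnt9b, a signal of the ureteric bud, was at 2052 and 776 against 249, 496 and 411, and Hsd11b2, which inactivates glucocorticoids in the principal cell, at 974 and 355 against 174, 119 and 174. Of 15 loop of Henle and distal tubule genes, 15 had a log2 fold change above 0 (median 0.61), among them Sim1 with 1.46 (SE 0.49) and Pou3f3 with 1.24 (SE 0.51). Of 20 proximal tubule genes, 19 lay below 0 (median -1.74) and 14 had groups that did not overlap. Miox, which oxidizes inositol, was at 11.3 and 33.4 against 88.2, 507 and 471, and the organic anion transporter Slc22a6 at 265 and 516 against 898, 3937 and 1859. Of 25 immediate early and dissociation response genes, 24 lay below 0 (median -1.58) and 12 had groups that did not overlap. Cyr61 was at 1314 and 3556 against 19606, 6192 and 11096, and Egr2, also on the glial list, at 100 and 57.9 against 1259, 631 and 242.

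The adjusted limma camera p with a preset correlation was 9.84e-15 for the collecting duct list, 1.01e-06 for the loop of Henle and distal tubule list, and 5.28e-18 for both the proximal tubule and the immediate early list. With an estimated correlation the adjusted p was 0.557 for the loop of Henle and distal tubule list and 0.503 for the other 3. That test passed 0 of 28 lists. Between the sets described further below it gave 0.305 even for the leukocyte list, with all 19 genes higher. It therefore cannot decide whether these calls hold. With fry the adjusted p was 0.834 for each of the 4 lists, so none of these calls held with fry. Over all genes tested 0 members of any list passed. Adjusted over the list alone, Egr1 and Ier2 passed, and 0 members of the other lists did. These 4 lists passed camera with each library left out in turn.

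A further 5 lists passed camera with the preset correlation but lost the call when single libraries were left out. Of 20 urothelial genes, 16 were above 0 with a median of 0.69, among them Epcam at 8088 and 10404 against 5926, 5062 and 2693. The mean level of the urothelial list was nevertheless highest in the library labelled HCN3-negative 1, at 1.57 above the mean of the 5 libraries (log2), against 0.193 and 0.395 in those labelled positive. All 20 endothelial genes lay below 0 with a median of -1.13, and all 15 podocyte genes with a median of -1.10. So did 12 of 14 nephron progenitor genes, with a median of -1.22, and 12 of 15 erythroid genes, with a median of -1.58. The adjusted limma camera p was 0.00119 for urothelium, 0.000102 for endothelium, 0.012 for podocytes, 0.0076 for nephron progenitors and 0.0133 for erythroid cells. With an estimated correlation the adjusted p was 0.870 for each of these 5 lists. Without the library labelled HCN3-positive 1 or without the library labelled HCN3-negative 3, none of the 5 passed in these directions (without the first of them the nephron progenitor list passed as higher, with an adjusted p of 0.00346), and the podocyte and nephron progenitor lists also lost the call without the library labelled HCN3-negative 1. The podocyte and erythroid levels were highest in the library labelled HCN3-negative 3. Its Ptpro, a podocyte phosphatase, was at 41808 against 4093 to 4823 in the others, and its Alas2, the erythroid heme enzyme, at 50382 against 87.4 to 3035.

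Lists tied to contraction and pacemaking did not pass by label. Of 20 smooth muscle contractile genes, 8 were above and 12 below 0, with a median of -0.32. The adjusted limma camera p was 0.690 for that list, 0.904 for the sinoatrial node pacemaker list, 0.446 for voltage-gated calcium channels, 0.409 for intracellular calcium handling, 0.361 for potassium and sodium channels, 0.6002 for connexins, 0.361 for interstitial cells of Cajal and 0.446 for receptors of smooth muscle excitation. It was 0.904 for ureteric mesenchyme differentiation, 0.250 for renal stroma, 0.0942 for fibroblast extracellular matrix, 0.0623 for pericytes, 0.0942 for leukocytes and 0.593 for mesothelium. It was 0.904 for neurons, 0.593 for glia, 0.545 for skeletal muscle and 0.904 for proliferation. The smooth muscle, potassium and sodium channel, renal stroma, fibroblast matrix and pericyte lists passed as lower, and the leukocyte list as higher, without the library labelled HCN3-positive 2 and also without the library labelled HCN3-negative 2. Without the library labelled HCN3-positive 1 the directions turned: the smooth muscle, potassium and sodium channel, sinoatrial, renal stroma, fibroblast matrix and proliferation lists passed as higher (adjusted limma camera p of 0.000499, 0.0401, 0.00475, 0.000963, 0.0114 and 0.000121) and the leukocyte list as lower (0.00153). The smooth muscle list also passed as higher without the library labelled HCN3-negative 1 (0.0142). Passing as lower without the library labelled HCN3-positive 2 were also voltage-gated calcium channels, the sinoatrial list (0.0431 each), mesothelium (0.0483) and proliferation (0.00834), the last also without the library labelled HCN3-negative 3 (0.0212). Interstitial cells of Cajal passed as lower without the library labelled HCN3-negative 2 (0.0109), and neurons as higher without the library labelled HCN3-positive 1 (0.0401). Ureteric mesenchyme passed as higher without the library labelled HCN3-positive 1 (0.000291) or HCN3-negative 1 (0.0173) and as lower without HCN3-positive 2 (0.0243) or HCN3-negative 2 (0.0183). The pericyte list passed as lower with TMM scaling of the recovered reads (0.0492).

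**Figure D2:**
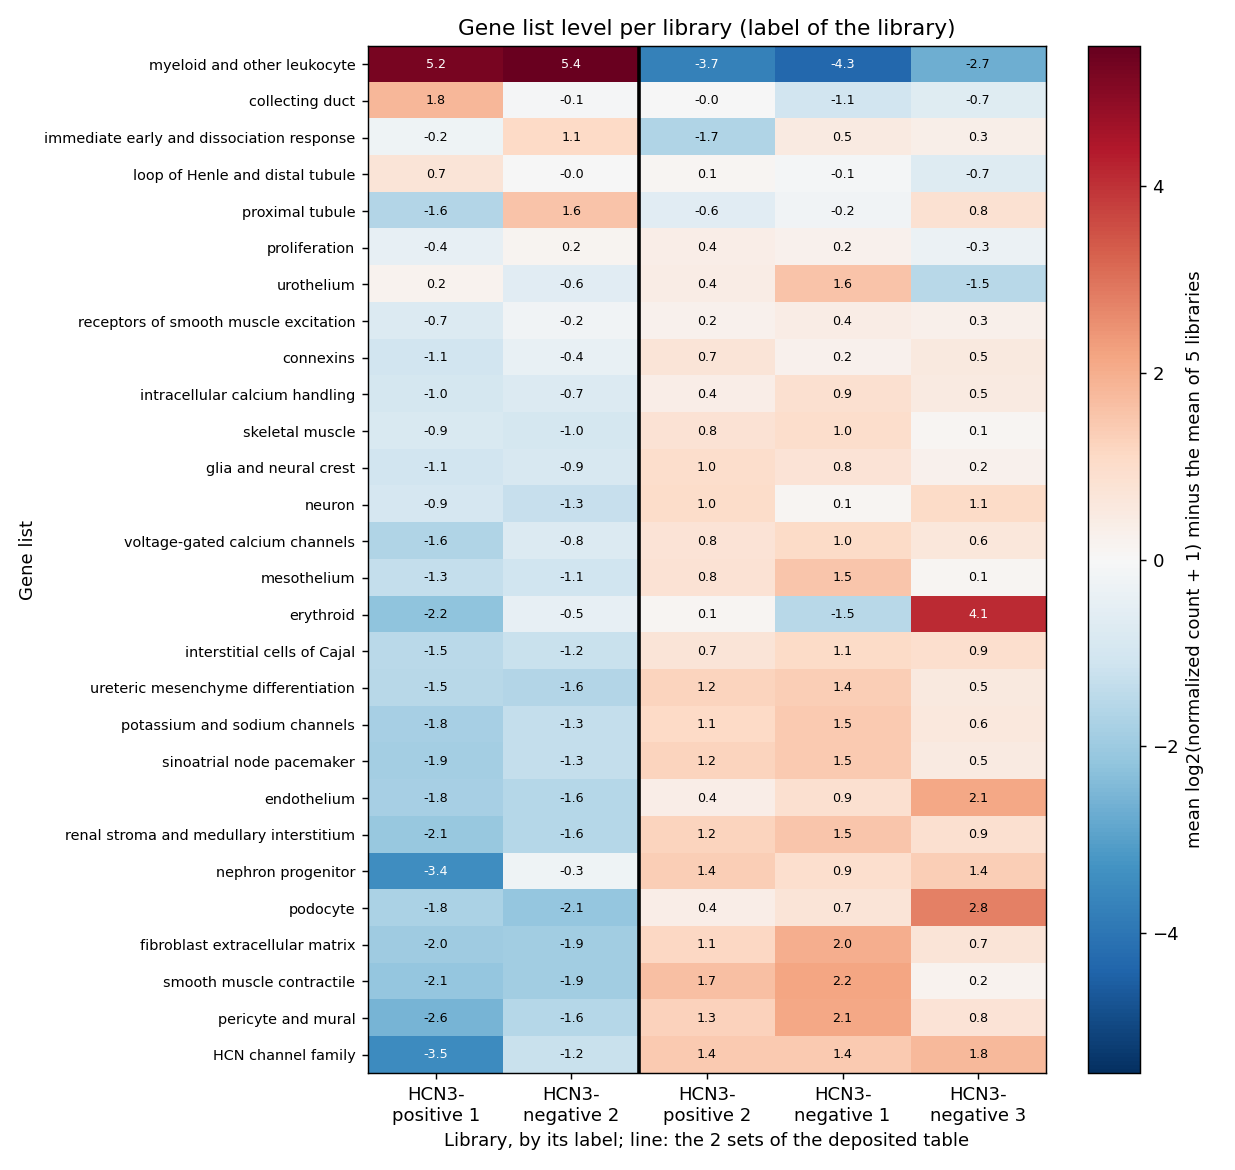
Mean log2(normalized count + 1) of each of the 28 gene lists (rows) in each library (columns), minus the mean of the 5 libraries. Red is above and blue below that mean. The black line divides the 2 sets that the deposited table compares, and the leukocyte list lay at 5.24 and 5.43 in the first set and from -4.30 to -2.66 in the second.

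The deposited table of the authors' own comparison divides the libraries in another way than the labels do. In all 18047 rows its fold equals the mean of the libraries labelled HCN3-positive 2, HCN3-negative 1 and HCN3-negative 3 divided by the mean of the libraries labelled HCN3-positive 1 and HCN3-negative 2, at a relative tolerance of 0.01. Dividing the libraries by any other pair matched in at most 5.51% of the rows. The columns of the table do not say which set is HCN3-positive, and its name, which puts negative before positive, can be read either way, so the pair labelled HCN3-positive 1 and HCN3-negative 2 is called here the first set and the other 3 libraries the second set. Each library also correlated best with a library of its own set. Across 16579 genes, which are not independent replicates, Spearman's rho was 0.951 between the libraries of the first set and 0.954 to 0.974 within the second set. It was 0.790 to 0.845 between the sets, and the libraries labelled HCN3-positive 1 and 2 had 0.803. The fits of the sets below were chosen after the data were seen.

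**Figure D3:**
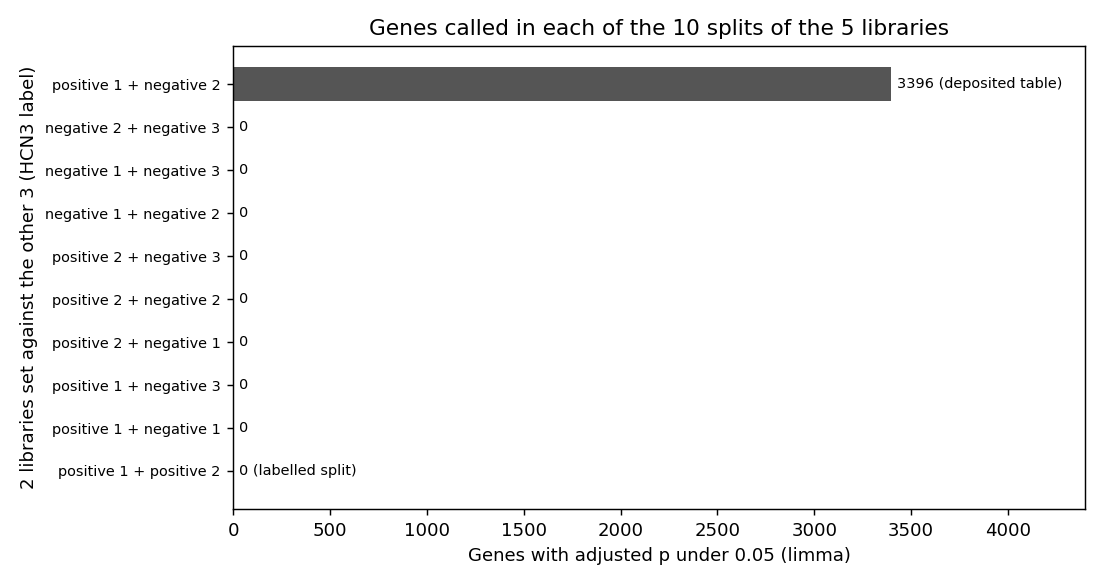
Number of genes with an adjusted p under 0.05 in limma (horizontal axis) when 2 of the 5 libraries (vertical axis, by label) were set against the other 3. The split of the deposited table gave 3396 genes, and the other 9 splits, the labelled one included, gave 0.

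Between the sets, genes of macrophages and other myeloid cells were higher in the first set by wide margins. In the authors' deposited table, at an adjusted p of 0.05, 1462 genes were higher in the first set and 1098 in the second. The limma fit called 1758 higher and 1638 lower in the first set, and 2410 of its calls were shared with the table in the same direction. These counts fell to 782 higher without the library labelled HCN3-positive 1 and to 645 lower without the library labelled HCN3-negative 1. Csf1r (chromosome 18, 61100598 to 61132149), the receptor that macrophages need for survival, was at 92160 and 139878 in the first set and 422, 423 and 546 in the second, a log2 fold change of 7.94 (SE 0.24) with an adjusted p of 6.27e-05 in limma. The log2 fold changes were 10.76 (SE 0.42) for the chemokine receptor Cx3cr1 and 8.30 (SE 0.35) for lysozyme (Lyz2). All 19 measured genes of the leukocyte list were higher in the first set over all genes tested and adjusted over the list alone, with a median log2 fold change of 8.30. The authors' deposited table also had all 19 higher. The list's adjusted limma camera p was 7.32e-22, and the adjusted p = 0.305 with an estimated correlation. The genes of the list together took 1.99% and 2.19% of the gene reads in the first set, and 0.00842%, 0.00585% and 0.0156% in the libraries labelled HCN3-positive 2, HCN3-negative 1 and HCN3-negative 3.

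By the rule for named genes, the 12 highest in the first set were Fcgr1, Fcrls, Ms4a7, C1qb, Ccl12, C1qa, C1qc, Emr1, Clec4a3, Treml4, AF251705 and Siglec1. C1qa, C1qb and C1qc encode the 3 chains of the complement protein C1q, and Emr1 the macrophage marker F4/80. In the first set the mean of C1qb was 70436, that of C1qc 39978 and that of Emr1 40168, and the 3 libraries of the second set together had 74, 44 and 74 reads. Siglec1 had a mean of 2133 in the first set and 0 reads in the second, at least 832-fold higher. The Fc receptor gene Fcgr1 was at 9804 and 11483 in the first set and had 3 reads in the second, and the authors' deposited table gives it an adjusted p of 8.14e-95.

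Genes of smooth muscle, stroma, pericytes and matrix were lower in the first set. Over all genes tested 24 of 25 fibroblast extracellular matrix genes were lower (median log2 fold change -3.32), 16 of 20 smooth muscle contractile genes (-3.64), 16 of 20 genes of the renal stroma (-3.57), 11 of 14 pericyte genes (-3.42) and 13 of 22 genes of ureteric mesenchyme differentiation (-2.47). Adjusted over the list alone the counts were 24, 18, 16, 14 and 14. The members called higher in the second set in the authors' deposited table numbered 19, 12, 14, 9 and 13. Smtn, a smooth muscle actin-binding protein, was at 1001 and 1172 in the first set and 4621, 5481 and 4783 in the second, a log2 fold change of -2.19 (SE 0.19). The collagen gene Col1a2 had -3.83 (SE 0.32), the PDGF receptor of pericytes Pdgfrb -4.10 (SE 0.29) and the stromal transcription factor Tcf21 -3.98 (SE 0.32). The adjusted limma camera p was 8.00e-16 for the matrix list, 8.47e-10 for smooth muscle, 2.30e-11 for stroma, 2.79e-09 for pericytes and 4.12e-07 for ureteric mesenchyme. With an estimated correlation the adjusted p was 0.305 for each of these 5 lists. The leukocyte list divided the libraries in the same way, at the levels given above.

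A part of the ion channel genes of excitable cells was lower in the first set as well. Over all genes tested 10 of 29 potassium and sodium channel genes, 6 of 14 voltage-gated calcium channel genes, 8 of 15 sinoatrial node pacemaker genes and 5 of 13 genes of interstitial cells of Cajal were lower, and 0 were higher. Adjusted over the list alone the counts were 17, 7, 10 and 6. The T-type calcium channel gene Cacna1g was at 76.1 and 57.7 in the first set and 613, 995 and 1562 in the second. Kcnj8 and Abcc9, which together form a potassium channel of mural cells and also stand on the pericyte list, had log2 fold changes of -5.14 (SE 0.41) and -3.72 (SE 0.28). Gjc1, a connexin, had -2.12 (SE 0.23), but its list did not pass, except without the library labelled HCN3-negative 1 (0.0393) or HCN3-negative 2 (0.0490). For connexins the adjusted limma camera p was 0.0550, with 0.279 for intracellular calcium handling and 0.513 for receptors of smooth muscle excitation. Of 11 connexin genes 0 were higher and 5 lower, among them Gja5 and Gja4 with log2 fold changes of -3.04 and -3.15. Of 22 calcium handling genes 4 were higher and 5 lower, and of 22 receptor genes 2 were higher and 4 lower. The adjusted limma camera p was 2.53e-05 for potassium and sodium channels, 0.00899 for calcium channels, 0.00031 for the sinoatrial list, on which 11 of 20 genes are shared with other lists, and 0.00327 for interstitial cells of Cajal. With an estimated correlation the adjusted p was 0.305 for each. Hcn4 had 0 reads in the first set and a mean of 50.1 in the second, at least 13.2-fold lower, with an adjusted p of 0.0416 in limma, but the authors' deposited table gives an adjusted p of 0.284. Without the library labelled HCN3-negative 3, which held 131 of its reads, the limit was 3.75-fold, and the call was lost without any single one of the 5 libraries (adjusted p of 0.0570 to 0.141). Hcn3 and Hcn2 did not pass in limma (adjusted p of 0.178 and 0.0771). The authors' deposited table gives Hcn3 and Hcn2 an adjusted p of 0.604 and 0.670. Adjusted over the list alone, Hcn4 and Hcn2 were lower in limma. As a list the HCN family had an adjusted limma camera p of 0.0726, and of 0.0364 without the library labelled HCN3-negative 2.

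By the rule for named genes, the 12 lowest in the first set were Dync1i1, Gli2, Gabra4, Gdf5, Abcc8, Cntn6, Kbtbd13, Tmem108, Pcdhb7, Rab3b, Popdc2 and Larp6. Gli2, a transcription factor of hedgehog signalling, had 0 reads in the first set and normalized counts of 378, 626 and 160 in the second, at least 103-fold lower. Popdc2, a membrane protein of muscle and of the sinoatrial list, was at least 41.4-fold lower. Dync1i1, Gdf5, Abcc8, Cntn6, Kbtbd13, Pcdhb7 and Larp6 also had 0 reads in the first set, and were at least 126-, 101-, 57.5-, 73.9-, 45.4-, 42.5- and 36.7-fold lower. Without the library labelled HCN3-negative 3 the limits for Dync1i1, Gdf5 and Cntn6 were 56.4-, 25.2- and 34.8-fold. Gabra4 and Tmem108 had 4 and 3 reads in the first set and normalized counts of 213, 663 and 1103, and of 254, 254 and 612, in the second. Rab3b was at 1.41 and 28.9 in the first set and 643, 730 and 4262 in the second, with the highest value in the library labelled HCN3-negative 3. Of these, Gdf5 and Rab3b did not pass in the authors' deposited table (adjusted p of 0.134 and 0.153), and Dync1i1, Gabra4, Gdf5, Cntn6 and Rab3b did not pass with limma-voom. Gdf5 and Rab3b also lost the limma call without the library labelled HCN3-positive 1 (adjusted p of 0.0578 and 0.0605).

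The endothelial, podocyte and nephron progenitor lists passed camera with the preset correlation as lower in the first set, but their single genes passed less evenly. The limma fit called 18 of 20 endothelial genes lower, 13 of 15 podocyte genes and 4 of 14 nephron progenitor genes, against 3, 2 and 7 in the authors' deposited table. Adjusted over the list alone the limma counts were 19, 13 and 9. The adjusted limma camera p was 2.91e-10, 4.12e-07 and 7.46e-05, and with an estimated correlation the adjusted p was 0.325, 0.352 and 0.325. With fry the adjusted p was 0.0452, 0.0720 and 0.0584. Emcn, an endothelial sialomucin, was at 973 and 1097 in the first set and 5099, 8780 and 13325 in the second. Of 20 collecting duct genes 3 were higher in the first set (adjusted limma camera p = 0.0022; adjusted p = 0.554 with an estimated correlation), among them the intercalated cell regulator Foxi1 at 6047 and 1509 against 627, 415 and 341. The authors' deposited table called 0 of these 20 and gives Foxi1 an adjusted p of 0.213, and Foxi1 lost its limma call without the library labelled HCN3-positive 1, HCN3-negative 1 or HCN3-negative 3 (adjusted p of 0.0865, 0.0723 and 0.0518). The call of the collecting duct list was lost without the library labelled HCN3-positive 1. Of 10 mesothelial genes 4 were lower in the first set (adjusted limma camera p = 0.0358; adjusted p = 0.305 with an estimated correlation), a call lost without the library labelled HCN3-negative 1. Bst1 and Slc12a3, 2 of 15 loop of Henle and distal tubule genes, were higher in the first set. The adjusted limma camera p of that list was 0.0726, and 0.636 with an estimated correlation. It passed as higher without the library labelled HCN3-positive 2 (0.0283), and also without HCN3-negative 2, which leaves 1 library in the first set. The authors' deposited table calls Slc12a3 (adjusted p of 0.0440) but not Bst1 (0.0637). The glial list had 2 genes higher and 3 lower (adjusted limma camera p of 0.320), and the skeletal muscle list 1 and 4 (0.240). None of the proximal tubule, urothelial, proliferation, erythroid and neuron genes passed in limma. The adjusted limma camera p of these lists was 0.980, 0.895, 0.325, 0.0948 and 0.0596. The authors' deposited table calls 1 of the proximal tubule genes, Slc13a3, higher in the first set (adjusted p of 7.84e-06). The proximal tubule list passed as higher without the library labelled HCN3-positive 1 (0.000145) and as lower without the library labelled HCN3-negative 2 (0.00218). Passing as lower were the erythroid list without HCN3-negative 1 (0.00358), the neuron list without HCN3-positive 1 (0.0143) or HCN3-negative 1 (0.0193), and the proliferation list without HCN3-negative 2 (0.0489) or HCN3-negative 3 (0.0160). Of 25 immediate early genes, Hspa1a, Hspa1b and Klf6 were higher in the first set over all genes tested and 0 adjusted over the list alone (adjusted limma camera p = 0.0358; adjusted p = 0.663 with an estimated correlation). Hspa1a and Hspa1b are near-identical copies, so the division of reads between them is uncertain. Each of these 3 genes lost its call without the library labelled HCN3-positive 1, HCN3-negative 1 or HCN3-negative 2 (adjusted p of 0.0507 to 0.240), Hspa1b and Klf6 also without HCN3-positive 2 (0.0637 and 0.119), and Klf6 also without HCN3-negative 3 (0.0943). That list lost its call without the library labelled HCN3-positive 2 or without the library labelled HCN3-negative 2.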

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

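The fits of the deposited table's sets and their alternatives, the block for those sets, and the limits and calls of single named genes without each library were chosen after the data were seen. By label, 0 genes were called higher and 0 lower in limma, edgeR and voom under every scaling, filter and pseudocount run and without each library in turn (48 to 1419 genes with an unadjusted p under 0.05), but DESeq2 called 1 higher and 9 lower. The cause was not tested. The Hcn3 log2 fold change stayed below 0 in all alternatives, from -5.73 without the library labelled HCN3-positive 2 to -0.22 without HCN3-positive 1. The 9 lists that passed by label became 0 with an estimated correlation and 0 with fry, and 5 to 21 without single libraries: 14 without HCN3-positive 1 (8 of them in the opposite direction), 21 without HCN3-positive 2, 17 without HCN3-negative 2 and 5 without HCN3-negative 3. Between the sets, genes higher in the first set ranged from 782 to 1650 without single libraries, with 782, 1146 and 1142 without HCN3-positive 1, HCN3-positive 2 and HCN3-negative 1. Genes lower ranged from 645 to 1722, with 726, 746 and 645 without the same libraries, where fewer samples were fitted. A lone library left in a set or group is assumed to vary like the others. Lower calls were 877 with voom and 773 with voom quality weights, and the cause was not tested. The 16 lists between the sets became 0 with an estimated correlation, and 12 of them passed with fry, which lost collecting duct, podocyte, nephron progenitor and immediate early (adjusted p of 0.269, 0.0720, 0.0584 and 0.524) and added the HCN family, connexins and glia. With an estimated correlation 0 of 28 lists passed in either comparison, so that test cannot tell which calls hold. Among the 40 genes named for their p by label or their fold change between the sets, 7 passed only in DESeq2 by label. Within these 40 genes, 12 values of 5 genes lower in the first set missed the threshold, and 692 alternatives changed no call. The Hcn genes and the further list members are outside this tally. Calls of other genes in the text without single libraries are given beside them. With the replicate number as a block, 0 genes passed by label in either direction (26 unadjusted), the Hcn3 log2 fold change was -3.12 and 6 lists passed: urothelium, podocyte, endothelium and erythroid lost their calls (adjusted p of 0.337, 0.816, 0.287 and 0.759) and proliferation gained one (0.0166). With the deposited table's sets as a block, 0 genes passed by label (544 unadjusted), the Hcn3 log2 fold change was -2.48 and 8 lists passed, the erythroid list losing its call (0.0887). Deviations from the group means correlated at -0.53 for number 1 and -0.69 for number 2, but each number joins libraries of opposite sets, so this does not show whether the numbers mark a shared batch. The shallowest library, labelled HCN3-positive 1, sets the floor of low genes.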

Other observations

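All tests of explanations below were chosen after the result was seen, except the thinning to equal reads and the count of splits for the immediate early list, whose predictions were written before.

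Single libraries carried cell type signals of their own. The library labelled HCN3-negative 3 stood above the mean of the 5 libraries by 4.11 (log2) for the erythroid list, 2.79 for podocytes and 2.13 for endothelium. Its globin gene Hbb-b1 was at 1776 against 2.82 to 51.2 in the others, and its endothelial gene Pecam1 at 13716 against 1377 to 5741. The water channel gene Aqp2 of the collecting duct was at 34676 in the library labelled HCN3-positive 1 and from 1033 to 4826 in the others. The proximal tubule genes Slc34a1 and Lrp2 were highest in the library labelled HCN3-negative 2, at 12314 and 7270. Apoe took 311907 and 514936 normalized counts in the first set and 3379 to 3414 in the second. Within each set Fos and Jun, which encode immediate early transcription factors, were lower in the library labelled positive. Fos was at 3938 against 23149 in the first set, and at 401 against 10087 and 10085 in the second. Jun was at 8675 against 30500, and at 4034 against 12084 and 18782.

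One pattern is that the libraries fall into 2 sets that cross the labels. A difference in depth is argued against, because 3393 genes still passed between the sets after every library was thinned to the gene reads of the shallowest, beside 3396 before. More leukocytes in the first set with all other cell types diluted alike is argued against too, since the collecting duct list minus the smooth muscle list lay 2.70 (log2) higher in the lowest library of the first set than in the highest of the second, beyond the 1.49 of the larger SD within a set. An exchange of labels between the libraries labelled HCN3-positive 2 and HCN3-negative 2 stays open: it would make the groups equal to the sets, which the authors' table uses, so that 5 of 5 libraries then correlate best with one of their own group, against 0 of 5 under the labels, adds nothing to the sets themselves, and Hcn3 would be at 0 and 32.2 in the positive cells and 41.9 to 103 in the negative. Only 1 of the 10 splits gave as many genes, with 0 as the highest of the others in limma (1050 against 4577 in DESeq2), and 10 splits are too few for a share under 0.05; a difference of the sorted cells themselves was not tested.

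The lower immediate early and proximal tubule genes in the libraries labelled positive form another pattern. Leukocyte content is argued against as the whole cause for the immediate early list, whose mean level differed between labels by -1.58 (log2, SE 0.62) before and -1.72 (SE 0.32; 95% interval -3.10 to -0.34) after the leukocyte list level was entered as a covariate. For the proximal tubule list the difference was -1.88 (SE 0.75) before and -1.93 (SE 0.89) after. The interval of -5.78 to 1.92 cannot decide, because with 5 libraries it reaches further on each side than the difference before the covariate. With the sets as a block the list kept its camera call (adjusted p of 2.36e-15). The libraries labelled HCN3-positive 1 and HCN3-negative 2 had near-equal leukocyte list levels, 5.24 and 5.43 from the mean of the 5 libraries (log2). Their proximal tubule list levels were -1.62 and 1.58. Of the 20 proximal tubule genes, 17 were lower in the library labelled positive within both sets. These values argue against leukocyte content as the whole cause for this list, though each set holds only 1 library labelled positive. A preparation shared by the libraries of 1 labelled group, such as time in enzyme or in the sorter, cannot be told apart from the sort itself, because the labels name no preparation. The labelled split gave the largest median difference of the immediate early list, 1.58 in size, in 1 of 10 splits, with 1.15 as the highest of the others.

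Whether the leukocyte genes in the first set came with antibody bound through Fc receptors stays open. All 5 Fc receptor genes examined were higher in both libraries of the first set than in every library of the second, but they are leukocyte genes themselves, 2 of them on the list, so any source of leukocytes would give that count. The protocol names a sort on HCN3 and no step that removes leukocytes. The first set holds 2 libraries, as many as are labelled HCN3-positive. If that number stands and only labels were exchanged, the first set would be the antibody-positive one. The table does not state this, and neither its columns nor its name settles it. Antibody bound through Fc receptors therefore cannot be told apart from leukocytes that were enriched in the antibody-negative fraction.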
